A study of Mus musculus with 6 samples. Its data were reported in "An RNA-dependent and phase-separated active subnuclear compartment safeguards repressive chromatin domains" (2024).

How the data were processed

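The series holds libraries made by iCLIP (UV crosslinking and immunoprecipitation at the level of single nucleotides) for BAZ2A, a chromatin protein, in mouse embryonic stem cells (ESCs) that carry FLAG and HA tags on the endogenous protein. In iCLIP, UV light links a protein to the RNA it touches, the protein is precipitated with its RNA, and the cDNA made from that RNA is sequenced. The 6 libraries fall into 3 crosslinked libraries and 3 background libraries from cells that were not crosslinked. Groups were taken from the sample titles.

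The authors removed adaptors with Flexbar, mapped reads to the mouse genome mm10 with STAR, removed duplicate reads with UMI-tools and called peaks with omniCLIP against the background libraries, with genes from an Ensembl annotation. The deposited list gives a single set of peaks for the whole series. Its score is the peak caller's own score for each peak as deposited by the authors, and its scale is not stated. It was compared, summed, ranked and filtered only within the list, and log2 differences, sums and Pearson correlations of the score treat it as a linear quantity, which was not tested. The list also gives the start, the end, the strand, a gene and a single-nucleotide position inside each peak, called the mode below. No value per library was analysed here, so the depth of each library is unknown from the list, no replicate error can be given, and each interval below covers the choice or the counting of peaks only. The study's methods also state that each crosslinked library was mixed with its background library before sequencing.

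Coordinates are those of mm10 (GRCm38), written 1-based. Each peak was set against the GENCODE M21 annotation of the same build, which held 2286 of the 2288 genes named in the list. A peak took the class of its midpoint in the gene the list names, in the order coding sequence (CDS), 3'UTR, 5'UTR, non-coding exon (an exon of a transcript without a coding sequence) and intron. Of 3127 peaks, 3124 had a class; 2 peaks belonged to genes not matched and 1 lay outside its gene. For feature enrichment, each peak was placed at random 1000 times within its own gene, with its length kept. The p-values are two-sided and empirical, and 0.00200 is the smallest that 1000 placements can give. Exonic peaks of protein-coding genes were also placed within the merged exons of their gene. The share of midpoints within 50 nt of an annotated splice site was compared with placements in exons or introns of the same gene. These 2 placements drew single positions and did not keep the length of the peak. Scores and correlations were tested with 100000 permutations, for which 1e-05 is the smallest p-value. The median length was bootstrapped 10000 times over peaks. Shares carry Wilson 95% intervals, and bases at the mode carry exact binomial intervals.

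GC content was compared with 1000 placements in the same gene and class. Each 6-mer was counted as present or absent in a peak and in 10 control intervals per peak, taken from the same gene and class and free of peaks, and tested with a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over all 6-mers. Peaks were matched to 3906 annotated structural RNAs with blastn 2.17.0, at an e-value up to 1e-05 and over at least 50% of the peak; of 28S rRNA only a part of 420 nt was used here. For chromosomes, peaks were drawn 10000 times over the chromosomes by the number of annotated genes; the design also named gene length, and the summed length of the genes was run as the alternative. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and samtools 1.23.1 were used.

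The tests were checked on simulated data. Of 40 simulated lists of 3124 randomly placed peaks, 0 gave a p-value under 0.05 for CDS, and all 10 lists with peaks moved into CDS were recovered. Among 4096 6-mers, 0 passed the threshold in 3102 control intervals used as peaks, and an implanted 6-mer ranked first.

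Tests, alternatives and the rule for named items were fixed before the data were examined, except where stated. Alternatives took the 50% or 10% of peaks with the highest score, 1 peak per gene, distinct or merged intervals, other overlap rules, other windows, other backgrounds, other statistics or 7-mers. By the rule, the text names Malat1, the 5 genes with the most peaks (ties by summed score), the 5 peaks with the highest score and the 5 6-mers with the smallest adjusted p-value; other items were chosen after their values were seen and are named as such.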

Results

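RNA bound by BAZ2A in mouse ESCs was measured by iCLIP in 3 crosslinked and 3 background libraries. The peaks, called against the background libraries, form a single list, in which each peak has a score given by the authors' peak caller. The list gives no values per library and none were analysed here, so no peak or difference below has a replicate check.

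To describe the RNA sites of BAZ2A, the size of the list was determined first. The list held 3127 peaks, of which 1593 lay on the plus strand and 1534 on the minus strand. The median peak length was 58.0 nt (bootstrap 95% interval over peaks 57 to 60), with quartiles of 39.0 and 82.0 nt and a range from 4 to 511 nt. Among the 50% of peaks with the highest score, the median was 80.0 nt. The score had a median of 4.28, quartiles of 3.01 and 6.82 and a maximum of 1000, and 16 peaks scored above 100. The 10% of peaks with the highest score held 48.8% of the summed score. Some intervals were listed under more than a single gene, and 3044 combinations of interval and strand were distinct. The number of distinct intervals fell to 2933 when the strand was ignored.

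The peaks were assigned to 2288 genes, of which 1781 had 1 peak and 17 had more than 5. Protein-coding genes made up 93.0% of these genes (2128 genes, Wilson 95% interval 91.9 to 94.0) and lncRNA genes 5.94% (136 genes, 5.05 to 6.99). In the annotation, 9.78% of 21755 protein-coding genes and 1.06% of 12813 lncRNA genes had a peak (odds ratio 10.1, two-sided Fisher's exact test p = 2.13e-279). Transcript levels, which differ between these classes, were not used here.

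Next, the position of peaks within genes was compared with random placement in the same gene. Introns held 1539 of 3124 peaks (49.3%, Wilson 95% interval 47.5 to 51.0), fewer than the 2483 that placement gave on average (ratio 0.62). CDS held 720 peaks against 216 (ratio 3.34), 5'UTRs 214 against 51.4 (ratio 4.16) and 3'UTRs 497 against 171 (ratio 2.91). Non-coding exons held 154 peaks against 202 (ratio 0.76). Each of these 5 classes had an empirical p of 0.00200, the smallest that 1000 placements can give, also after Benjamini-Hochberg adjustment. Placement within all annotated genes of the same biotype moved these ratios most, to 10.99 for 5'UTRs, 7.24 for CDS and 1.79 for non-coding exons. The ratio of non-coding exons thereby reversed its direction.

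**Figure D1:**
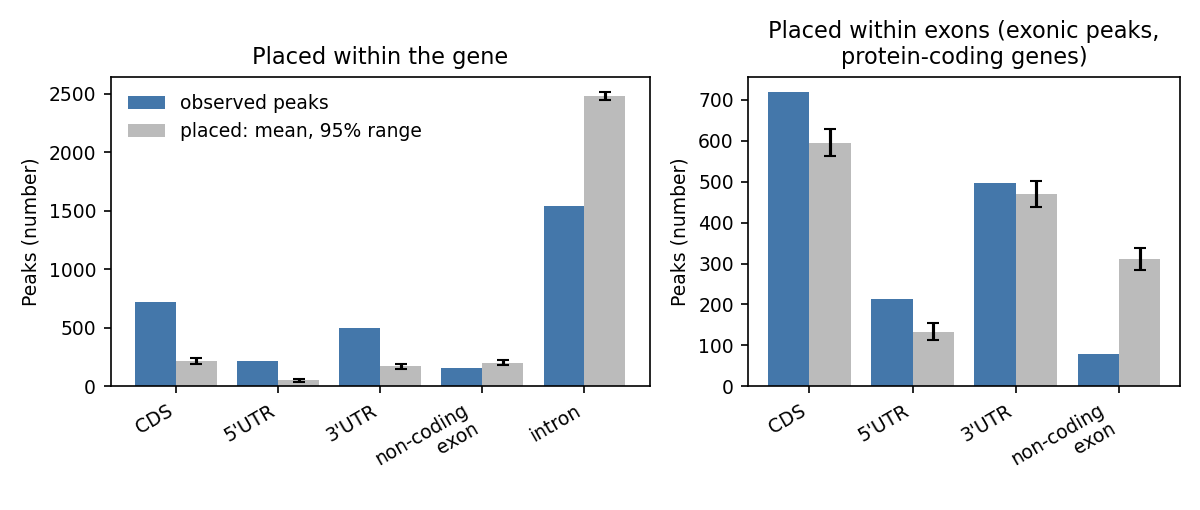
Number of peaks (y axis) per gene feature (x axis), observed in the list (blue) and after 1000 random placements (grey, mean with 95% range of the placements), within the whole gene on the left and within exons for exonic peaks of protein-coding genes on the right. Introns held 1539 peaks against 2483 placed, and CDS held 720 peaks in both panels against 216 and 595 placed.

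To separate position in the mature transcript from intron length, 1511 exonic peaks of protein-coding genes were placed within exons of their gene. CDS held 720 peaks against 595 (n = 1511, ratio 1.21, adjusted p = 0.00266) and 5'UTRs 214 against 133 (ratio 1.61, adjusted p = 0.00266). 3'UTRs held 497 against 471, which lay within the range of the placements (n = 1511, ratio 1.06, adjusted p = 0.114). Non-coding exons held 80 against 312 (n = 1511, ratio 0.26, adjusted p = 0.00266). These ratios depended on that class: placed over CDS and UTR positions only, an alternative chosen after seeing the data, CDS held 720 peaks against 715 (n = 1431, ratio 1.01, adjusted p = 0.809), 5'UTRs 214 against 163 (ratio 1.31, adjusted p = 0.00300) and 3'UTRs 497 against 553 (ratio 0.90, adjusted p = 0.00300). Within 50 nt of a splice site lay 445 of 1535 exonic peaks against 440 placed (n = 1535, ratio 1.01, p = 0.765, adjusted p = 0.765) and 51 of 1539 intronic peaks against 45.0 placed (ratio 1.13, p = 0.368, adjusted p = 0.736). For exonic peaks this depended on the window: within 25 nt there were 181 peaks against 238 placed (n = 1535, ratio 0.76, p = 0.00200). Placed positions were single nucleotides, while a peak inside an exon holds its midpoint away from the exon's ends. The 25 nt value therefore does not show that peaks avoid splice sites.

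Scores were compared between exonic and intronic peaks. The median score was 4.74 for 1585 exonic and 3.81 for 1539 intronic peaks, a difference in medians of 0.31 on the log2 scale (two-sided permutation test p = 1e-05, the smallest that the permutations can give); the difference in means was 0.22. Across peaks, which are not independent replicates, the score rose with length (Spearman's rho 0.62, Pearson's r of log2 values 0.51, permutation p = 1e-05 for both). Intronic peaks were also shorter, with a median of 52.0 nt against 62.5 to 79.0 nt in the exonic classes. Length was not held fixed in the comparison of classes, so their difference in score may follow from length. Across the 2286 annotated genes with a peak, the number of peaks showed little relation to the span of the gene (rho 0.04, permutation p = 0.0685, and r of log2 values 0.06, permutation p = 0.00796). After Benjamini-Hochberg adjustment over both relations and both coefficients, these p-values were 0.0685 and 0.0106. Genes without a peak were left out and 1781 genes had 1 peak each. The test therefore cannot show whether the number of peaks depends on gene length.

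**Figure D2:**
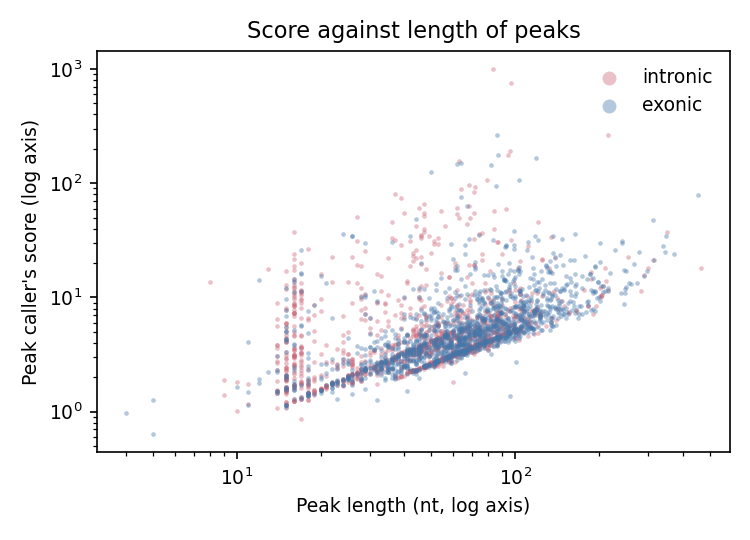
Score given by the peak caller (y axis, log scale) against peak length in nt (x axis, log scale), each point a peak, exonic in blue and intronic in red. The score rose with length (rho 0.62), and 285 peaks of 18 nt or shorter, most of them intronic (71.8%), form a separate column on the left.

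The 5 peaks with the highest score were then located. The first, with a score of 1000, lay in an intron of Jarid2 (ENSMUSG00000038518) on chromosome 13 from 44869597 to 44869679. The second, with a score of 999.5, lay on chromosome 17 from 39848229 to 39848739 on the minus strand, under ENSMUSG00000118642, which is not among the genes of the annotation used here; its sequence matched the annotated ribosomal RNA CT010467.1. The third lay in an intron of Camk1d (ENSMUSG00000039145) on chromosome 2 from 5379269 to 5379365 with a score of 757. The fourth lay in the 3'UTR of Lars2 (ENSMUSG00000035202) on chromosome 9 from 123461953 to 123462038 and the fifth in an intron of Fgfr2 (ENSMUSG00000030849) on chromosome 7 from 130834421 to 130834636, each with a score of 266. The peaks in these 4 protein-coding genes matched no structural RNA in the set used here. That set held only a 420 nt part of 28S rRNA, so whether they are copies of 28S rRNA was not tested, and the gene and class given for them are those of their place in the genome only.

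The gene with the most peaks was Gm20388 (ENSMUSG00000092329) with 29 peaks, all intronic, in a gene model of 4434882 nt on chromosome 8 from 119910841 to 124345722; 10 of them were also listed under another gene on the same strand, 19 under another gene on either strand, and 3 lay in no other gene on either strand. Fn1 (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200), Hspg2 (ENSMUSG00000028763, chromosome 4 from 137468769 to 137570630) and Macf1 (ENSMUSG00000028649, chromosome 4 from 123349633 to 123684360) had 9 peaks each, with summed scores of 90.4, 43.9 and 34.1. Lamc1 (ENSMUSG00000026478, chromosome 1 from 153218922 to 153332786) had 7 peaks and a summed score of 58.8, the highest summed score among the 5 genes with 7 peaks.

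The lncRNA Malat1, which the study examined as an RNA bound by BAZ2A, lies on the minus strand of chromosome 19 from 5795690 to 5802672. It had 6 peaks, all exonic and all within the 50% of peaks with the highest score; 9 genes had more peaks. Its best peak scored 38.5, rank 51 among all peaks, and its summed score of 136 ranked 14 among genes. With 0.859 peaks per kb of gene, against a median of 0.0272 over all genes with a peak, it ranked 42. The span includes introns, so this measure favours genes with little intron. Per kb of exon, Lamc1 had 0.846 peaks, Fn1 0.770, Hspg2 0.629, Macf1 0.287 and Gm20388, with intronic peaks only, 7.34. Malat1 was not ranked per kb of exon here. The best peak lay from 5797658 to 5797756, 4917 to 5015 nt from the annotated 5' end of the gene, with the sequence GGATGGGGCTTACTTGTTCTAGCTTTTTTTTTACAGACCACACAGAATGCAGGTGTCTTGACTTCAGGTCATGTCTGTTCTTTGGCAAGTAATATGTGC. The next scored 26.2 and lay from 5799760 to 5799869, and the other 4 scored from 14.1 to 22.6.

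**Figure D3:**
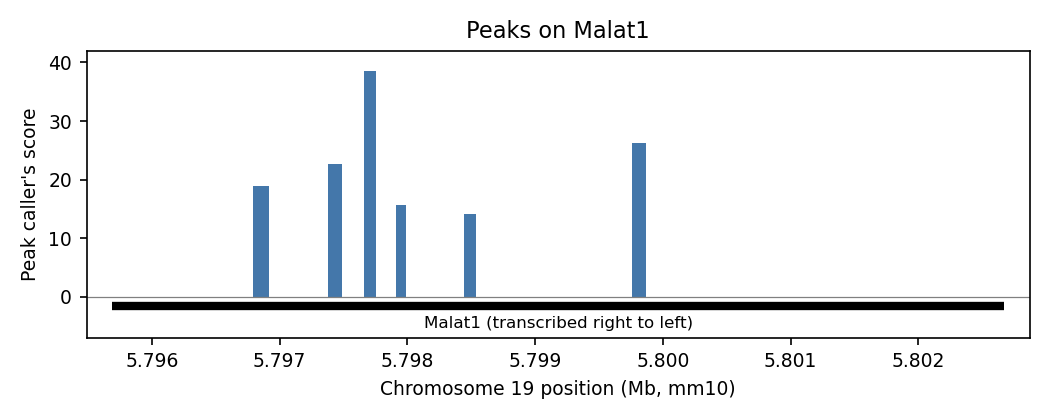
Peaks on Malat1, with the position on chromosome 19 (Mb, mm10) on the x axis and the peak caller's score on the y axis. Each bar spans a peak, the black line is the gene, and the highest bar, at a score of 38.5, is the peak from 5797658 to 5797756.

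The sequence of peaks was compared with intervals of the same gene and feature class. Mean GC content was 53.8% in peaks and 49.0% in placed intervals (95% range 48.7 to 49.4, n = 3124, difference 4.80 percentage points, empirical p = 0.00200). The difference was largest in introns (6.16 points) and smallest in 3'UTRs (1.66 points). Of 4096 6-mers, 713 were more frequent in peaks than in controls at an adjusted p under 0.05 (one-sided Fisher's exact test). Against dinucleotide-shuffled peaks the number was 211, of which 117 were among the 713. CCTCCT occurred in 8.81% of 3121 peaks and 3.66% of 30962 controls (n = 3121, adjusted p = 6.31e-31) and TCCTCC in 8.04% and 3.28% (adjusted p = 3.13e-29). AGATCG occurred in 2.27% and 0.394% (n = 3121, ratio 5.77, adjusted p = 1.28e-22); without peaks of 18 nt or shorter, its ratio was 2.19. CTCCTC occurred in 7.50% and 3.38% (n = 3121, adjusted p = 3.56e-22) and CCCCTC in 6.82% and 3.23% (adjusted p = 5.17e-18); neither was more frequent than in shuffled peaks at an adjusted p under 0.05.

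Since UV light at the wavelength used in iCLIP favours uridine, the base at the mode was examined. The list does not state that the mode is the crosslinked base. On a scale from 0 at the 5' end of the peak to 1 at the 3' end, its median place was 0.516 (quartiles 0.467 and 0.612). The shares below therefore describe the mode and do not test the preference for uridine. U stood at the mode of 24.2% of 3127 peaks (exact 95% interval 22.7 to 25.7), below its mean share of 26.4% over the peak. C stood there in 32.1% (30.4 to 33.7), above its mean of 28.4%. G was at 25.9% (24.3 to 27.4) against a mean of 25.5%, and A at 17.9% (16.5 to 19.3) against 19.8%.

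**Figure D4:**
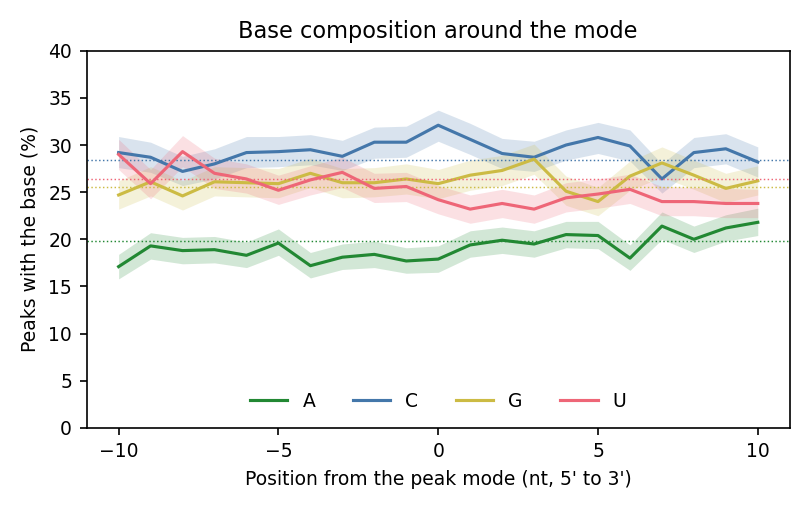
Share of peaks with each base (y axis, %) at positions around the peak mode (x axis, nt, 5' to 3'), with exact 95% binomial intervals as bands and the mean share over the peak as dotted lines. At the mode, C was at 32.1% and U at 24.2%.

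Peaks were unevenly spread over the 20 chromosomes. The draws treated all listed peaks as independent, although some share a gene or are listed more than once, so the p-values below may be too small. Transcript levels were not used, so the spread does not show binding particular to a chromosome. Drawn by the number of annotated genes, 11 chromosomes differed at an adjusted p under 0.05, 5 of them with more peaks. The highest ratio was on chromosome 11, with 279 peaks against 175 drawn (n = 3127, ratio 1.60, adjusted p = 0.000800), and the lowest on chromosome 12, with 83 against 144 (ratio 0.58, adjusted p = 0.000800). Drawn by the summed length of the annotated genes, 13 chromosomes differed. Chromosome 7 was then higher (n = 3127, ratio 1.37, adjusted p = 0.000667, against 0.97 and 0.708 by number) and chromosome 18 lower (n = 3127, ratio 0.77, adjusted p = 0.0149, against 1.11 and 0.496), chromosome 1 was lower as well (ratio 0.84, adjusted p = 0.0200), and chromosome X no longer differed (ratio 0.92, adjusted p = 0.436). The lowest ratio was then on chromosome 14 (0.63). The draws were first run by the number of protein-coding genes, then corrected to all annotated genes, which the design named. The first form was kept as an alternative chosen after seeing the data. Drawn by the number of protein-coding genes, 5 chromosomes differed, and the extremes changed. The ratio of chromosome 11 was then 1.18 (n = 3127, adjusted p = 0.0136) and that of chromosome 12 was 0.90 (adjusted p = 0.518), while the highest ratio was on chromosome 16 (1.54) and the lowest on chromosome 14 (0.71).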

Values the study reported

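The study reported a median length of 58 nt for BAZ2A-iCLIP peaks. For binding assays with Malat1 it used a stretch with iCLIP signal, from +4,868 to +5,065.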

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

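Over 31 results, 113 values under alternatives were computed, of which 97 kept their direction and their side of the threshold, stayed within the interval of the reported value or, for counts, stayed within 1.5 times the reported count. These include the count of enriched 7-mers, 1035 of 16384 in place of 713 of 4096 6-mers, which is a smaller share of the k-mers tested. The 41 values over CDS and UTR positions only, without short peaks, without repeats, with intervals pooled over strands, without opposite-strand genes or with the number of protein-coding genes rest on alternatives chosen after seeing the data. Within genes, the ratios of CDS, 5'UTR, 3'UTR and intron kept their direction and side of the threshold under all alternatives tried.

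With the 50% of peaks with the highest score, the median length was 80.0 nt, 1210 genes had a peak and 91.3% of them were protein-coding. Fewer genes follow from fewer peaks, and longer peaks follow from the relation of score and length (rho 0.62). Without peaks of 18 nt or shorter the median length was 62.0 nt, as the removal of short peaks requires. The ratio of non-coding exons was 0.92 in the 10% of peaks with the highest score, no longer past the threshold. It was 1.79 when peaks were placed in all genes of the same biotype. Within its own gene, a peak of a non-coding gene with a single exon can only be placed in a non-coding exon, which pulls the ratio towards 1. The placed share of this class was 15.1% in the top 10% and 6.48% for all peaks. How much of the changes this explains was not tested. Within exons, over CDS and UTR positions only, the ratio of CDS was 1.01, no longer past the threshold, and that of 3'UTRs 0.90, which reversed its direction. Leaving out non-coding exons, which held 80 peaks against 312 placed, raises the placed count of every other class. For exonic peaks, the ratio near splice sites was 0.76 at 25 nt and 1.08 at 100 nt, against 1.01 as reported. It was 0.85 at 50 nt in the 50% of peaks with the highest score. The placements did not keep peak length, which can lower the ratio near exon ends, most of all for longer peaks. How much of the differences this explains was not tested. With merged exon length in place of gene span, the correlation with the number of peaks was 0.06 and past the threshold; the cause was not tested. By summed gene length, 13 chromosomes differed in place of 11, not all of them the same. By the number of protein-coding genes, 5 chromosomes differed; the cause was not tested. Against dinucleotide-shuffled peaks, 211 6-mers passed in place of 713; CTCCTC had a ratio of 1.13, no longer past the threshold, and CCCCTC a ratio of 0.818, which reversed its direction. The shuffle keeps the dinucleotide content of each peak and so removes enrichment that comes from composition.

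No paired analysis was possible from the list, because it pools the libraries and carries no value per replicate. Leaving out each replicate in turn was not run for the same reason.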

Other observations

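The tests of the primer's sequence, of the place of its 6-mers in longer peaks, of short peaks, of equal ends, scores and opposite-strand genes among peaks on both strands, of structural RNAs by type, of matches without misc RNA, of CDS and UTR positions only, of other genes on either strand at the gene with the most peaks and of repeat content without structural RNA matches were chosen only after a result was seen. The design gives no group within the list, so no biological explanation was tested for any of these patterns.

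Peaks of 18 nt or shorter stood apart. There were 285 of them, 9.11% of the list, with 81 peaks of 15 nt and 78 of 16 nt, and their median score was 2.43. The 6-mer AGATCG or its reverse complement CGATCT occurred in 23.9% of them and in 1.69% of longer peaks. The low median does not mean that a cut by score removes such peaks. AGATCG occurred in 71 of 3121 peaks, of which 27 were longer than 18 nt. Among the 50% of peaks with the highest score, it occurred in 54 of 1562. AGATCG begins the adapter part of the reverse transcription primers in the study's methods, which carry a library barcode 3 nt before it. Among 271 short peaks with distinct intervals, 86 (31.7%, Wilson 95% interval 26.5 to 37.5) had ATTG, the barcode of the background libraries, 3 nt before AGAT on either strand. This occurred in 0 of 2710 control intervals, and the most frequent 4-mer other than the barcodes stood there in 2 short peaks. The barcode of the crosslinked libraries, AACC, stood there in 0 of the 271 (Wilson upper limit 1.40%). Of longer peaks, 12 of 2659 (0.451%) had ATTG in that place, against 0.167% of controls, and ATTG ranked 8 among 4-mers there. A candidate explanation is that these 86 short peaks come from reads of primer sequence with no RNA insert, which found chance matches in the genome. How sequence with the background barcode came to be called as peaks over background was not tested, and the other short peaks are not explained by it.

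As a set, the 36 6-mers of the primer parts had a median log2 ratio of 0.55 in peaks over controls, against a mean of 0.19 for random sets of the same GC content (permutation p = 0.00120). The rise was not shared by all parts: the adapter part alone, at 0.37, lay within the random sets (n = 14 6-mers, p = 0.322), and its reverse complement, at 0.69, lay above them (n = 14, p = 0.00920). Within peaks, AGATCG lay at a median place of 0.800 on a scale from 0 at the 5' end to 1 at the 3' end, against 0.544 in controls (permutation p = 0.000220, 71 peaks). CGATCT lay at 0.200 against 0.561 (permutation p = 0.000280, 45 peaks). Both shifts rested on the short peaks: in peaks longer than 18 nt, AGATCG lay at 0.589 (permutation p = 0.722, 27 peaks) and CGATCT at 0.455 (permutation p = 0.267, 21 peaks). Nearly all controls that hold these 6-mers were longer than 18 nt too (122 of 122 and 69 of 71), so adapter sequence at read ends cannot be told apart from the layout of the short peaks described above, and the place of these 6-mers adds no separate evidence. Stretches shared with the primer parts of at least 7 nt lay in 8.45% of 3124 peaks against 5.90% of controls, of at least 8 nt in 2.08% against 1.10% and of at least 9 nt in 0.416% against 0.232%. Stretches of at least 10 nt lay in 3 peaks (0.0960%) against 29 controls (0.0936%), which shows no excess, though 3 peaks are too few to compare closely. Part of the signal of the primer's 6-mers may come from the library preparation. Without peaks of 18 nt or shorter, AGATCG kept a ratio of 2.19 and 689 of the 713 enriched 6-mers kept an adjusted p under 0.05.

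Some places were listed on both strands. Of 3041 distinct peaks with a class, 245 overlapped a peak on the opposite strand, against a mean of 2.26 and a highest count of 14 in 1000 placements within the same genes. Of 123 such pairs, 111 (90.2%) had the same start and end, and their scores differed by a median of 0.03 on the log2 scale, against 0.86 between random peaks. Of 201 peaks inside a protein-coding gene of the opposite strand, 160 had a counterpart there. Reads whose strand was not used could give such pairs, but the test written down for this explanation was met only in part: structural RNAs inside a host gene carried a peak of that host in 53 of 1183 cases on the host's strand and in 15 of 778 on the opposite strand (Fisher's exact test p = 0.00230). By Fisher's exact test, for snRNAs the shares were 4.43% and 3.64% (p = 0.674), and for snoRNAs 6.08% and 0.463% (p = 0.000136). For rRNAs the counts went the other way, 0 of 78 and 3 of 128 (Fisher's exact test p = 0.291). For misc RNAs they were 0 of 158 and 0 of 125. Among these types, only snoRNAs differed at a p under 0.05. The equal ends and near-equal scores argue against separate reads from each strand at the pairs. For the list as a whole, the structural RNAs do not settle whether the strand was used. The level of each RNA, which may differ with its orientation to the host gene, was not measured here. If the strand was not used, the strand and the gene of the 384 peaks with a gene on the opposite strand would rest on the gene model alone. This was not tested.

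Among intronic peaks in the top 10% by score, 14.6% (20 of 137, Wilson 95% interval 9.65 to 21.5) matched a structural RNA on their own strand, against 2.55% of control intervals (Fisher's exact test p = 1.27e-08) and 6.70% of the other intronic peaks (p = 0.00188). Copies of structural RNAs may therefore account for part of the highest-scored intronic peaks. On either strand, 28.5% matched, against 5.62% of controls; without misc RNA, a class that holds 7SL-like sequences, these shares were 10.2% and 1.09%. The peaks without a match stay open, since 28S rRNA was used only in part. Judged by eye from their sequence, the peaks in Jarid2, Camk1d, Lars2 and Fgfr2, the highest-scored in protein-coding genes, may be 28S rRNA, which was not tested.

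Intronic peaks were soft-masked as repeats over 35.9% of their length, against 26.6% in control intervals of the same introns (n = 1539, range 24.9 to 28.4, p = 0.00200, the smallest that the placements can give), which argues against the repeat content of the host introns as the whole source. Leaving out intervals with a structural RNA match in both sets brought the shares to 25.5% and 22.8% (n = 1258, p = 0.00599). A first form of this comparison had left them out of the peaks only; there the shares were 25.5% and 25.8% (n = 1258, p = 0.693), so for peaks without a match the remaining difference depends on how the controls are chosen. Repeated sequence did not carry the 6-mers as a whole: in peaks under 50% soft-masked and without a structural RNA match, 84.0% of the enriched 6-mers kept an adjusted p under 0.05.

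The excess of peaks in CDS within genes (ratio 3.34) could come from the higher coverage of exons in spliced transcripts. Within all exons of the same genes the ratio was 1.21 (n = 1511, adjusted p = 0.00266), but this mirrored the low count in non-coding exons, 80 against 312 placed. Over CDS and UTR positions only, the ratio of CDS was 1.01 (n = 1431, adjusted p = 0.809), so the excess in CDS is consistent with exon coverage, which was not measured here. The ratios of 5'UTRs (1.31) and 3'UTRs (0.90) over the same positions stayed outside the placements and are not explained by it.

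Of Gm20388's 29 peaks, 14 (48.3%) were listed under another gene or lay in an exon of another gene on the same strand. The 15 peaks in no other gene on that strand still exceeded the 9 peaks of the next genes, which argues against overlap on the same strand alone as the source of its rank. On either strand, 19 peaks were listed under another gene as well, and 3 peaks lay in no other gene. Whether overlap of gene models gave this gene its rank cannot be told apart from peaks of its own, because that depends on whether the strand of the reads was used, which is open.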
